A study of Mus musculus with 32 samples. Its data were reported in "Transcriptome analysis of blood and spleen in virulent and avirulent mouse malaria infection" (2020).

How the data were processed

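Whole spleen RNA from female C57BL/6 mice was measured on Illumina Mouse WG-6 v2.0 BeadChips, with 1 array per mouse and 32 arrays in all. Infected mice received erythrocytes carrying the virulent CB strain of Plasmodium chabaudi chabaudi (PcCB), a rodent malaria parasite. The labels give separate mice at each time point, so the spread between arrays of a group holds both animal and technical variation.

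The authors scanned the arrays on an Illumina iScan and exported probe signals with BeadStudio/GenomeStudio, and the deposited signal column is an intensity on a linear scale from which background had been subtracted. It ranged from -27.1 to 37618.6. Beside each signal the authors deposited a detection score that rises towards 1 with the signal (lowest rank correlation over arrays 0.98), and 1 minus this score was used as the detection p. The authors also deposited a normalised log2 table, made with the lumi package by variance stabilisation, log transformation and quantile normalisation. Its values ran from 6.72 to 14.86, and the array medians ran from 7.01 to 7.02. The study used principal component analysis and clustering on all probes and named no test of single genes.

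From the deposited signals, background was modelled with limma's normexp method from the detection p-values, an offset of 16 was added, arrays were quantile normalised and log2 was taken. Probes with a detection p under 0.01 on at least 3 arrays were tested, which left 19147 of 45281 probes. One limma model (lmFit and eBayes) with 8 groups and no covariate was fitted to all 32 arrays, with the 6 naïve arrays of both days as 1 group. The fit with both naïve days apart had 9 groups. In each of 11 comparisons p-values were adjusted by the Benjamini-Hochberg method, and a probe was called changed at an adjusted p under 0.05 and a change of at least 2-fold. Each adjusted p printed comes from limma, or from an exact permutation test where that test is named. Principal components were taken from the same log2 values of all 45281 probes, centred and not scaled. Differences of single values between groups were tested with exact two-sided permutation tests, and adjusted over the 9 comparisons of a measure. The comparisons, thresholds and first set of alternatives were chosen before the data were examined.

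Gene names were to be taken from the platform annotation, which gave 1 gene symbol for 34885 probes, several for 18 and none for 10378. Of the 34885, 34807 had an Entrez gene in the RefSeq gene table used here. A check then showed that the identifiers did not go with the signals beside them (values are given with the results), in the signal table and in the normalised table. No probe was therefore given a gene name. The unit of every comparison is the probe. This change was made after counts by gene name (10984 names, the brightest probe of each) had been computed and seen, and those counts are kept as an alternative. The rule fixed for named genes, the 26 gene lists and the mean over a gene's probes all rest on names that failed the check. They were not run, nor were the set tests of the lists (limma's fry, with camera as an alternative). Identifiers are printed only as labels of table lines for 4 probes: the probe that rose most and the probe that fell most at 4 days post infection (dpi) and at 10 dpi.

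Groups of probes were defined by their calls on 1 day and followed over the other days. For each array, the score of a group is the mean over its probes of the log2 value minus the naïve mean, with the sign turned for probes that fell where a group holds both directions. A score on the day that defined the group is fixed by that choice, so its p is not printed, although it is among the 9 comparisons behind the adjusted values. These groups, the phases, the day of first call, the probes called in opposite directions, the number of detected probes, the values set across RNA isolation batches and the 4 labelled probes were chosen after the data had been seen. A k-means grouping into 8 clusters was tried and is not reported.

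The limma fit and the thresholds were tested on simulated log2 values, drawn independently from the real probe means and spreads. Each of the 11 comparisons held 200 changed probes among 19147. Of probes changed 2-fold, which is the threshold itself, 40.3% to 58.2% were called. Of probes changed 4-fold, 97.0% to 100.0% were called, and at most 1 unchanged probe was called in a comparison. The draws held no normalisation step, no shift of whole arrays and no batch. The low number of false calls is therefore built in and does not carry over to the real arrays.

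Precision is limited by the number of arrays and by signal over background. Between 14278 and 17642 probes were detected per array, and the mean signal per array ran from 193.8 to 428.5. RNA had been isolated in 2 batches, with 2, 4, 6, 8 and 10 dpi in one and naïve, 9 and 12 dpi in the other. Comparisons of 9 or 12 dpi with naïve and of 8 with 6 dpi lie within a batch, and the others between infected and naïve mice or across 8 to 12 dpi do not. Labelled RNA of all arrays was prepared and hybridised together, on 6 chips that each held 1 naïve array of this series. Chip 1 held 2 arrays of this series.

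Alternatives were the authors' normalised table, scaling to a common 75th percentile, signals without normexp (offset 50), 2 other filters on dim probes, the chip or the replicate number as a block, array weights, other controls, only the arrays compared, no minimum fold, adjustment over all comparisons, and each replicate left out in turn. Added after seeing the data were 1 probe per gene name, 9 dpi in place of 10 dpi, a detection p of 0.05 for detected probes, and the alternatives for probe group scores. Analyses ran in R 4.3.3 with limma 3.58.1 and statmod 1.5.0.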

Results

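The series followed the spleen through an acute blood stage infection with PcCB, to describe how the host response unfolds in an organ that filters infected erythrocytes. Arrays came from 6 naïve mice (3 taken on day 0 and 3 on day 12) and from mice with PcCB. Spleens were taken every other day from 2 to 12 dpi and also at 9 dpi. There were 4 spleens per time point except 9 and 12 dpi, with 3 each. The study describes the mice of 9 dpi as animals that had reached humane end points, while the labels give random selection for all mice, and this difference could not be settled here. Naïve arrays detected 16198 ± 456 probes (SD, n = 6), and arrays of one group correlated over detected probes with a median r of 0.99 across 42 pairs (0.973 to 0.994).

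Probes are described without gene names, because the identifiers did not go with the signals. Olfactory receptor genes are expressed mainly in the nose, and ribosomal protein genes in nearly every cell. Probes carrying an olfactory receptor name were nevertheless detected on at least 3 arrays in 43.4% of 1287 cases (Wilson 95% interval 40.7% to 46.1%), and those carrying a ribosomal protein name in 41.5% of 94 cases (32.1% to 51.6%). The share over all 34885 probes with 1 gene symbol was 42.2%. Pairs of probes that share a gene name had a median correlation across arrays of -0.01 over 4815 pairs, within the -0.03 to 0.03 of 100 shuffles of the names. That value was also -0.01 in the authors' normalised table.

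**Figure D1:**
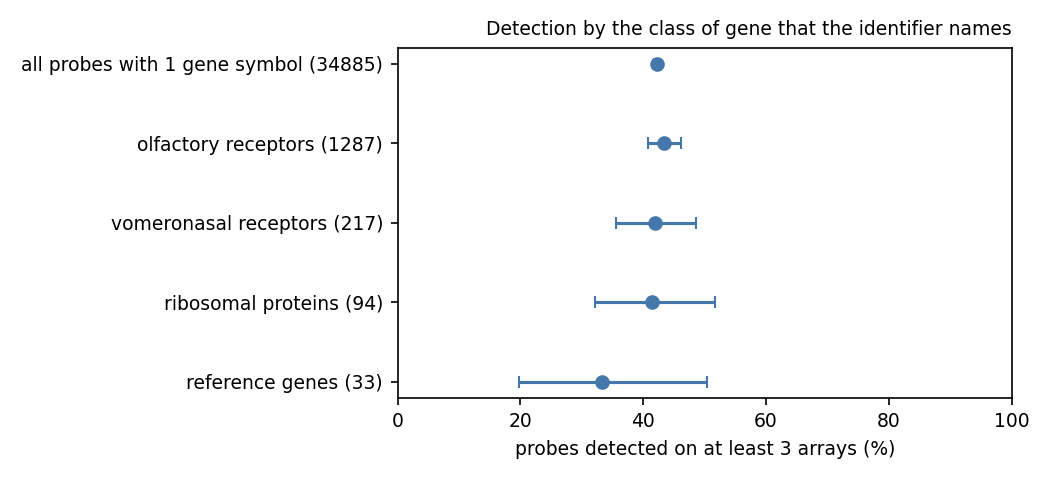
Percent of probes detected on at least 3 of 32 arrays (x axis) for classes of genes that the probe identifiers name (y axis, number of probes in parentheses); points are shares and bars are Wilson 95% intervals covering counting error only. The olfactory receptor share (43.4%) and the ribosomal protein share (41.5%) lie beside that of all named probes (42.2%).

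Counted by probes changed at least 2-fold, the splenic transcriptome changed little at 2 and 4 dpi, widely from 8 dpi, most at 10 dpi and less again at 12 dpi. Of 19147 probes tested against naïve, limma called 164 at 2 dpi, 354 at 4 dpi, 1322 at 6 dpi, 4131 at 8 dpi, 6137 at 9 dpi, 6653 at 10 dpi and 4761 at 12 dpi. Those of 10 dpi were 34.7% of the probes tested. Without the minimum fold, 2510 probes passed at 2 dpi and 4542 at 4 dpi, so smaller changes were common early. From 6 to 10 dpi 47.7% to 49.5% of the calls were higher than naïve, and at 12 dpi 2381 were higher and 2380 lower, a balance that quantile normalisation favours. With a common 75th percentile instead, 56.1% were higher at 9 dpi, 56.8% at 10 dpi and 56.1% at 12 dpi. Of changes of at least 4-fold at 12 dpi, 701 were higher and 347 lower. At 2 dpi 142 of the 164 were higher. In all, 8546 probes were called on at least 1 day, and the largest change lay at 10 dpi for 3668 of them (42.9%), at 9 dpi for 2580 and at 12 dpi for 1545. The authors' normalised table gave fewer calls at each time point, from 47 at 2 dpi to 2927 at 10 dpi, and its log2 changes at 10 dpi had a slope of 0.62 on those used here. Scaling to a common 75th percentile moved the median of all probes to 0.12 at 9 dpi and 0.14 at 10 dpi, from -0.02, so a direction of small changes on those days is relative to the normalisation.

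**Figure D2:**
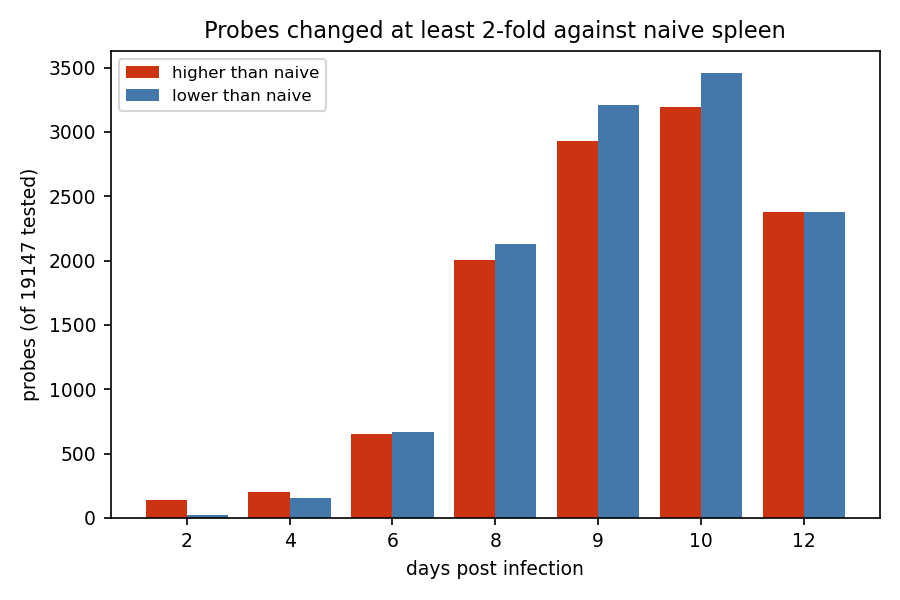
Number of probes called at least 2-fold higher or lower than in naïve spleen (y axis, of 19147 tested, limma adjusted p under 0.05) at each time point (x axis, days post infection; 6 naïve mice against 3 or 4 infected mice). The 2 directions are nearly equal from 6 dpi, and the count is highest at 10 dpi.

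At 2 dpi the difference from naïve mice was small, and few of its probes were called at 4 dpi. The 2 groups lie in different RNA isolation batches. The 142 probes higher at 2 dpi had a median change of 1.20 on the log2 scale then and of 0.17 at 4 dpi, where 9 of them were called higher. Set against 2 dpi directly, 84 of the 142 were called lower and 2 higher at 4 dpi, although the choice of probes on the 2 dpi arrays favours a fall. Their score was 0.15 ± 0.49 (SD, n = 4) at 4 dpi against 0.00 ± 0.29 (n = 6) in naïve mice, a difference inside the spread between mice. It was 0.75 ± 0.38 (n = 4) at 6 dpi, 1.56 ± 0.14 (n = 4) at 8 dpi and 1.87 ± 0.07 (n = 4) at 10 dpi. At 8 dpi 84 of the 142 were called higher and 5 lower. The direction depended on the controls: against naïve day 0 alone 89.5% of 238 calls were higher, and against naïve day 12 alone 42.5% of 233. There were 253 calls when replicate 3 of 2 dpi was left out. Within each of 4 chips, on the 91 to 287 probes called without that chip, the share that kept its direction was 96.6%, 94.1%, 97.8% and 65.2%.

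At 4 dpi 202 probes rose and 152 fell, and the risers and fallers then took different courses. The risers stood at a score of 1.47 ± 0.15 (SD, n = 4) at 6 dpi and dropped to 0.72 ± 0.06 (n = 4) at 8 dpi, a difference of -0.75 (exact permutation p = 0.0286, the smallest possible, adjusted 0.0367, all 4 arrays of 8 dpi below all 4 of 6 dpi). They lay at 0.08 ± 0.17 (n = 3) at 9 dpi and -0.10 ± 0.07 (n = 4) at 10 dpi, where 33 were called higher and 42 lower. The difference of 10 dpi from naïve (exact permutation p = 0.0333, adjusted 0.0375) has no settled direction, being 0.07 with a common 75th percentile and 0.03 or 0.01 without replicate 2 or 3 of naïve day 12. They stood at 0.59 ± 0.10 (n = 3) at 12 dpi. The fallers stayed low at -1.71 ± 0.02 (n = 4) at 6 dpi and -1.82 ± 0.13 (n = 4) at 10 dpi, and lay at -0.93 ± 0.04 (n = 3) at 12 dpi. The probe that rose most, labelled ILMN_1240276, was 3.99 ± 0.21 (SE) higher on the log2 scale at 4 dpi (limma adjusted p = 2e-14), 0.15 higher at 10 dpi and 2.89 higher at 12 dpi. The probe that fell most, ILMN_2784957, fell by 2.40 with a standard error of 0.31 at 4 dpi (limma adjusted p = 1.27e-06) and by 3.80 at 10 dpi. With mice of 2 dpi, from the same RNA isolation batch, in place of naïve mice, the count was 575, and 42.1% of these were higher, against 57.1% with naïve mice. Within chips, 92.8% to 97.4% of the 340 to 486 probes called without that chip kept their direction.

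Between 6 and 8 dpi the response widened. Of the 1262 probes that differed between these days, 674 rose and 588 fell, and both days share an RNA isolation batch. The risers had a median change against naïve of 0.21 at 6 dpi, 1.69 at 8 dpi and 2.54 at 10 dpi on the log2 scale. The probes already changed at 6 dpi mostly continued: 514 of the 655 that rose and 565 of the 667 that fell were called in the same direction at 8 dpi, and 1 in the opposite one. Another 2996 probes were first called at 8 dpi. With the chip as a block the count between 6 and 8 dpi was 1077, and 494 probes were called on the authors' normalised table.

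Probes changed at 8 dpi lay further from naïve at 10 dpi, with no overlap between the arrays of both days, and came part of the way back at 12 dpi. With the 2002 risers and 2129 fallers combined, the score was 0.34 ± 0.22 (SD, n = 4) at 4 dpi, 0.79 ± 0.14 (n = 4) at 6 dpi, 1.51 ± 0.05 (n = 4) at 8 dpi, 1.78 ± 0.09 (n = 3) at 9 dpi, 1.94 ± 0.03 (n = 4) at 10 dpi and 1.41 ± 0.05 (n = 3) at 12 dpi. Naïve mice lay at 0.00 ± 0.16 (n = 6). At 10 dpi 3831 of the 4131 probes were called in the same direction. The probe labelled ILMN_2670007 rose most at 10 dpi, by 7.36 ± 0.36 (SE) on the log2 scale (limma adjusted p = 3.21e-17), after -0.42 at 4 dpi and 3.10 at 6 dpi. ILMN_2753931 fell by 5.38 with a standard error of 0.11 at 10 dpi (limma adjusted p = 7.84e-25), after -0.10 at 4 dpi, and stood at -3.75 at 12 dpi. Within chips, 98.3% or more of the probes called without that chip kept their direction at 6, 8, 9, 10 and 12 dpi.

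**Figure D3:**
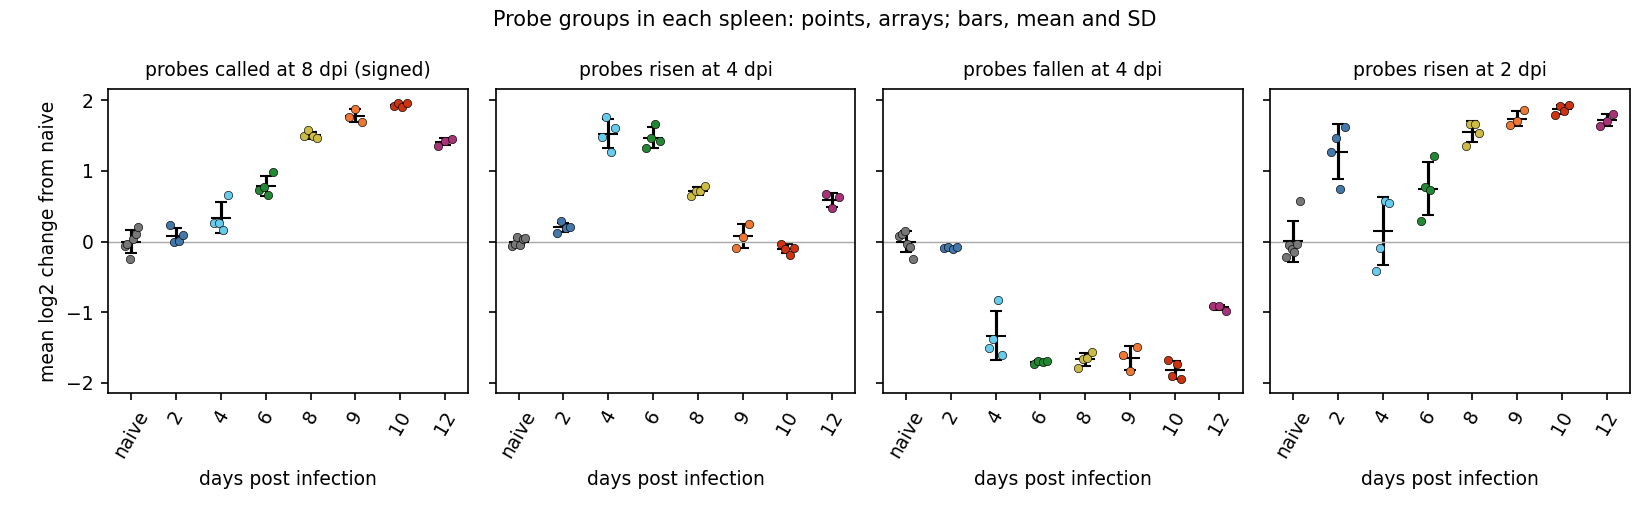
Scores of 4 probe groups in each spleen (y axis, mean log2 change from the naïve mean; the group called at 8 dpi is signed by its direction there) by time point (x axis, days post infection); points are arrays, bars are mean and SD. Probes risen at 4 dpi average -0.10 at 10 dpi, where 33 are called higher and 42 lower, and 0.59 at 12 dpi, while probes fallen at 4 dpi stay low at 10 dpi (-1.82).

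From 10 to 12 dpi, 923 probes rose and 467 fell. The share of rises, 66.4%, was 57.6% with a common 75th percentile and 72.9% on the authors' normalised table. Of the 923, 618 had been called lower than naïve at 10 dpi, with a median over the 923 of -1.58 on the log2 scale at 10 dpi and -0.24 at 12 dpi. Of the 467, 366 had been called higher, and their medians were 1.66 and 0.32. The score of the probes changed at 8 dpi fell by 0.52 from 10 to 12 dpi (exact permutation p = 0.0286, the smallest possible, adjusted 0.0321, 3 of 3 mice of 12 dpi below all of 10 dpi), and that of the risers of 4 dpi rose by 0.69 (exact permutation p = 0.0286, adjusted 0.0367, 3 of 3 mice above). With any 1 of these 7 arrays left out, both kept their direction but too few arrays remain for an exact p under 0.05. The groups of 10 and 12 dpi come from different RNA isolation batches. At 2 dpi, in the batch of 10 dpi, the 923 had a median of 0.04 against naïve mice, which are in the batch of 12 dpi, and the 467 had 0.06. Against 9 dpi, which shares its batch with 12 dpi, 2264 probes were called. When 1 array of 12 dpi was kept out of the choice of probes and set against the 9 dpi mean, 98.7%, 96.7% and 98.5% of the probes had the same direction. The score of the probes changed at 8 dpi fell by 0.37 from 9 to 12 dpi, where 3 against 3 arrays allow no exact p below 0.1, which was the value found.

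The mice of 9 dpi lay near those of 8 and 10 dpi for most probes and apart from their mean for some. Of the probes called at 8 dpi, 3628 (87.8%) were called in the same direction at 9 dpi. Against the mean of 8 and 10 dpi, 179 probes were higher and 164 lower at 9 dpi. Of 100 splits of these arrays, the real one included, 4 gave as many calls, with 636 the highest. These splits also mixed arrays of 8 and 10 dpi, which differ from each other, so they cannot decide on chance for this difference. Chance is therefore not excluded. The 179 had a median change against naïve of 2.02 on the log2 scale at 9 dpi, 0.45 at 8 dpi, 0.86 at 10 dpi and 0.05 at 12 dpi. The 164 had -1.65, -0.22, -0.63 and -0.09. Mice of 9 dpi share their RNA isolation batch with naïve mice, and 145 of the 179 were called higher than naïve. Those of 8 and 10 dpi share theirs with 2 and 4 dpi, where the 179 had medians of 0.01 and 0.02 and the 164 of -0.07 and 0.04. The count was 545 when replicate 2 of 9 dpi was left out, and 49 on the authors' normalised table, of which 71.4% were higher, against 52.2% here.

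On PC1 of all probes, mice from 6 dpi onwards lay apart from naïve mice. PC1 held 63.8% of the variance, PC2 8.6% and PC3 6.4%. Naïve mice lay at -67.7 ± 13.6 on PC1 (SD, n = 6), mice of 4 dpi at -52.1 ± 19.3 (n = 4, from -64.5 to -23.3), of 6 dpi at -23.3 ± 11.7 (n = 4), of 8 dpi at 42.5 ± 3.7 (n = 4), of 10 dpi at 97.1 ± 3.4 (n = 4) and of 12 dpi at 55.5 ± 5.5 (n = 3). The step from 6 to 8 dpi was 65.8 on PC1 (exact permutation p = 0.0286, the smallest possible, adjusted 0.0367, 4 of 4 mice). On PC2, mice of 4 dpi lay 29.6 above naïve (exact permutation p = 0.00476, the smallest possible, adjusted 0.0143, 4 of 4 mice), with 6 dpi at 36.0 ± 3.3 (n = 4) and 12 dpi at -43.6 ± 5.2 (n = 3). Mice of 12 dpi differed from 10 dpi by -41.6 on PC1, -34.5 on PC2 and 41.4 on PC3 (exact permutation p = 0.0286 each). The mean Euclidean distance to naïve mice was 63.7 at 2 dpi, 74.7 at 4 dpi, 174.3 at 10 dpi and 143.5 at 12 dpi, against 56.2 among naïve mice and 64.7 among mice of 4 dpi.

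**Figure D4:**
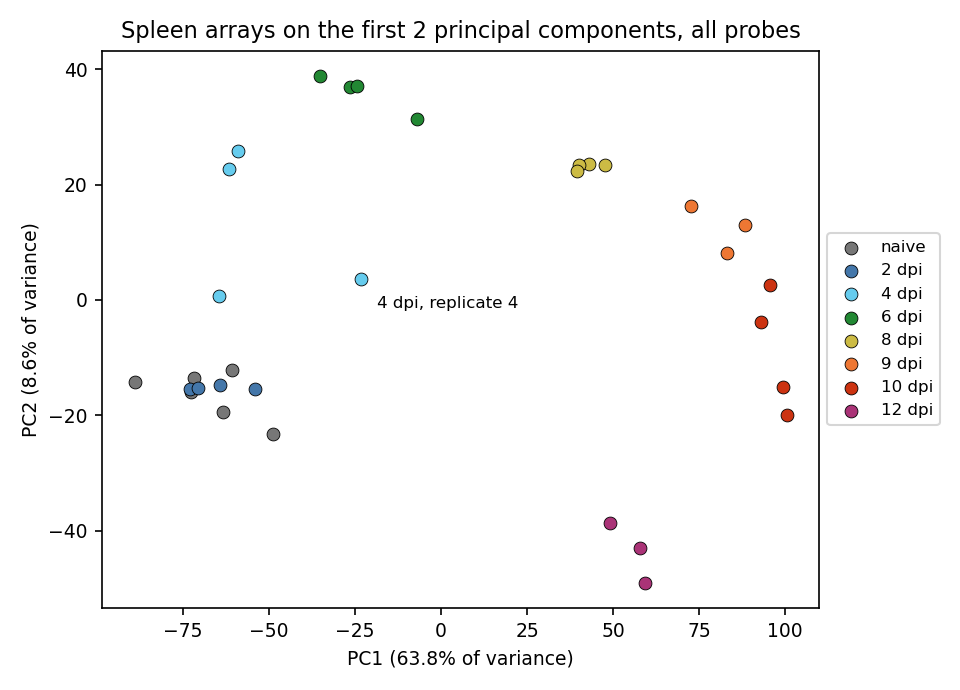
Each point is the spleen array of 1 mouse, placed by PC1 (x axis, 63.8% of the variance) and PC2 (y axis, 8.6%) of log2 values of all 45281 probes; colours are time points. Naïve and 2 dpi arrays overlap, 10 dpi lies farthest along PC1 (mean 97.1), and 12 dpi lies lowest on PC2 (mean -43.6).

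Probes called in the same direction at 4 and 10 dpi were mostly falls. Of the 202 probes risen at 4 dpi, 33 were called higher and 42 lower at 10 dpi. Independent lists of these sizes would share 33.7 rises. Of the 152 fallen at 4 dpi, 129 were called lower at 10 dpi, against 27.5 for independent lists. Both lists use the same naïve arrays. Unchanged groups, simulated together with naïve arrays drawn from the same probe means, shared 0 calls in each of 20 simulations. Since such groups give almost no calls at these thresholds, that value does not measure how shared controls raise the overlap of probes that are called. The covariance of the log2 changes was 0.164, against 0.009 in the simulations. Those draws hold no difference between the real naïve mice, so 0.009 does not measure what these shared controls add. With 4 dpi set against naïve day 0 and 10 dpi against naïve day 12, both lists had 92 rises in common, against 41.5 for independent lists, and 187 falls, against 44.2. Shared rises thus exceeded those of independent lists with split controls and not with pooled ones, while shared falls did so with both. The split does more than remove shared controls. Naïve mice of day 0 averaged -77.8 on PC1 and those of day 12 -57.5, and 4 dpi had 527 calls against day 0 alone, against 354 with pooled controls. What this adds to the shared rises was not tested.

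Fewer probes were detected late in infection. The number was 14733 ± 240 (SD, n = 3) at 9 dpi, 14790 ± 531 (n = 4) at 10 dpi and 14667 ± 76 (n = 3) at 12 dpi. The differences from naïve were -1465 at 9 dpi (exact permutation p = 0.0119, adjusted 0.0357, 3 of 3 mice below all naïve mice), -1409 at 10 dpi (exact permutation p = 0.00476, adjusted 0.0357, 4 of 4 mice below) and -1531 at 12 dpi (exact permutation p = 0.0119, adjusted 0.0357, 3 of 3 mice below), each p being the smallest possible. Within chips, the infected array had fewer detected probes than the naïve array on 3 of 3 chips at 9 dpi, 4 of 4 at 10 dpi and 3 of 3 at 12 dpi. At 2 dpi the number was 16962 ± 671 (n = 4), which was 763 above naïve and did not pass the test (exact permutation p = 0.0571, adjusted 0.129). The mean signal did not pass the test on any day, with an adjusted exact permutation p of 0.624 or higher.

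Between naïve mice of day 12 and day 0 the limma test called 6 probes, 2 higher and 4 lower on day 12, with 1918 at an unadjusted p under 0.05. The count ran from 0 to 153 over the alternatives. Leaving out single naïve arrays gave 1 (day 0 replicate 1), 2 (day 0 replicate 2), 3 (day 0 replicate 3), 1 (day 12 replicate 1), 26 (day 12 replicate 2) and 2 calls (day 12 replicate 3). On PC1 the day 12 mice lay 20.3 above those of day 0, each above all of day 0, with an exact permutation p of 0.1, the smallest that 3 against 3 mice allow. The study also lists a ratio of ribosomal RNAs, a measure of RNA quality. It was higher in every naïve spleen of day 0 than in every one of day 12, while the RNA integrity scores overlapped. Its bearing on this difference was not tested.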

Values the study reported

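The study reported a distance of 32.0 on PC2 between naïve spleens and those taken at 4 dpi of PcCB infection, and of 66.8 on PC1 between 6 and 8 dpi. It used the full set of 45,281 probes.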

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

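The tests of explanations in this part were chosen after the results had been seen. Single arrays that stood apart from their group were sought in 60 combinations of a group and a measure, and 3 were found. Chance gives about 1 in 20, and 2 groups of 3 mice were not tested.

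Replicate 4 of 4 dpi lay at -23.3 on PC1, while the other 4 dpi arrays lay between -64.5 and -58.9. An array of 6 dpi carrying the label of 4 dpi is argued against by its PC2 of 3.6, since 6 dpi arrays ran from 31.3 to 38.8. Its mean signal of 286.5 lay within the 259.3 to 295.5 of the other 4 dpi arrays, which argues against brightness. The 5 other arrays of its chip deviated from their groups by 1.2 on average (-5.0 to 6.8), against 38.3 for this array, which argues against the chip. A mouse further along in its infection stays open and was not tested, since parasite counts of single mice were not used here. Its PC1 goes with that explanation, as 6 dpi arrays averaged -23.3. Its PC2 does not, as the average rose from 13.2 at 4 dpi to 36.0 at 6 dpi.

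On the probes that rose at 2 dpi, replicate 3 of naïve day 12 had a score of 0.57, while the other naïve arrays lay between -0.22 and -0.04. The rise at 2 dpi itself could be technical, as these mice and the naïve mice differ in RNA isolation batch. Mice of 4 dpi, from the same batch as 2 dpi, had a mean score of 0.15, with single arrays at -0.41, -0.09, 0.57 and 0.54. Each lay below the lowest 2 dpi array (0.74), a gap that the choice of probes on the 2 dpi arrays favours. The arrays at -0.41 and -0.09 argue against a full batch shift carried by every array, and a smaller one stays open. A change of these probes at 4 dpi itself cannot be told apart from the batch, which limits this argument. Arrays of 6 dpi, also of that batch, ran from 0.29 to 1.21, and those of 8 dpi from 1.36 to 1.67. Arrays of 9 dpi, in the batch of naïve mice, ran from 1.65 to 1.86. The arrays of 2 dpi were 49.8 brighter on average, and the slope of the score on brightness within naïve or 2 dpi arrays, with any array left out, gives at most 0.42 for that gap, which argues against brightness as the whole cause but not against a part of it. An early response of the host, as the design names it, and handling on the day of collection stay open, and neither was tested.

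Identifiers and signals did not go together in either deposited table. Names attached to the wrong identifiers are argued against by 624 neighbouring identifier numbers that share a gene name, when 100 shuffles gave at most 5. Noise is argued against by neighbouring lines of the deposited table, which correlated across arrays with a mean r of 0.31, when lines in random order gave -0.01 to 0.02 and lines in the order of the identifier numbers gave 0.00. A candidate explanation is that identifiers stand beside the signals of other probes, since probes of 1 gene name had a median correlation of -0.01, no higher than shuffled names. No biological explanation was tested.

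Replicate 2 of 8 dpi detected 16340 probes, while the other 8 dpi arrays detected 15513 to 15636. Its mean signal of 428.5 was the highest of the series, against 306.0 to 365.2 in those arrays. Whether brightness accounts for the number was not tested. There were 136 probes called higher on 1 day and lower on another, of which 77 were higher at 2, 4 or 6 dpi and lower at 9, 10 or 12 dpi, 41 the reverse and 18 of another order. All 136 differed between the days concerned at an adjusted p under 0.05 in limma, which changes of at least 2-fold in opposite directions make nearly certain.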

How the results depend on the processing

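The tests with 1 probe per gene name, with 9 dpi for 10 dpi, and of probe group scores and detected probes were chosen after the results had been seen. Over 23 results, 1 tested difference changed sign. The risers of 4 dpi stood at -0.10 against naïve at 10 dpi, and at 0.07 with a common 75th percentile, with a range of -0.14 to 0.03 when arrays were left out (0.03 and 0.01 without replicate 2 and 3 of naïve day 12). Among alternative values, 341 kept their call or stayed within 1.5 times, 58 moved by more, 17 lost their call and 3 changed sign. Both component distances (65.8, range 44.5 to 99.7; 29.6, range 19.9 to 57.7), the number of detected probes and the 4 labelled probes kept their call in all alternatives run. Gene lists and the mean of a gene's probes were not run, since they rest on names that failed the check. Signal over background limits which probes can be tested, 19147 of 45281 here.

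Counts below run in the order 2, 4, 6, 8, 9, 10 and 12 dpi against naïve, then 8 against 6 dpi, 12 against 10 dpi, and 9 dpi against the mean of 8 and 10 dpi. The authors' normalised table gave 47, 126, 402, 1601, 2585, 2927, 2064, 494, 391 and 49 probes, with 1752 probes changed most at 10 dpi and 42 calls shared by 4 and 10 dpi. Its changes are smaller (slope 0.62), so fewer reach 2-fold: without a minimum fold it called 15162 probes at 10 dpi against 15250, with 15022 shared in direction. Without a minimum fold the values here were 2510, 4542, 9842, 13525, 14456, 15250, 13334, 7860, 7777 and 4704, with 6012 changed most at 10 dpi and 3342 shared. With 1 probe per gene name, where fewer probes are tested, they were 85, 210, 760, 2357, 3515, 3812, 2715, 747, 827 and 186. Without normexp the counts that moved were 89, 223 and 775 at 2, 4 and 6 dpi, 819 for 8 against 6 dpi, 794 for 12 against 10 dpi and 133 for 9 dpi, where 63.2% were higher instead of 52.2%. That alternative also has a larger offset. Array weights gave 272 at 2 dpi, 2 dpi in place of naïve gave 575 at 4 dpi, and 9 dpi in place of 10 dpi gave 2264 for 12 dpi. The cause was not tested for these or for the values without normexp.

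The majority direction of the calls did turn. At 2 dpi 86.6% were higher, and 42.5% with naïve day 12 only. At 4 dpi it was 57.1%, and 42.1% with 2 dpi in place of naïve or 47.3% without a minimum fold. Between naïve days it was 33.3%, and 89.4% with array weights, 92.2% adjusted over all comparisons and 69.2% without replicate 2 of day 12. Without a minimum fold 45.8%, 48.8% and 48.9% were higher for 8 against 6 dpi, 12 against 10 dpi and 9 dpi, against 53.4%, 66.4% and 52.2%. For 9 dpi it was 49.6% with array weights and 44.9% without its replicate 3. From 6 dpi the shares (47.7% at 9 dpi) lay so close to balance that several alternatives crossed it, up to 56.8%.

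The 6 calls between naïve days became 0 on the authors' table and with only the arrays compared, 2 without normexp (0.0% higher, against 33.3%) and without a filter on dim probes, 1 with the chip as a block, 113 with array weights and 153 when adjusted over all comparisons. The last borrows calls from comparisons with many changes. With single replicates left out the range was 1 to 26 there, 117 to 253 at 2 dpi (253 without its replicate 3) and 251 to 545 for 9 dpi (545 without its replicate 2). Other counts stayed within 1.5 times. From 10 to 12 dpi the score changes ran from -0.54 to -0.49 and from 0.65 to 0.75, and lost the threshold only because fewer arrays allow no exact p under 0.05.

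Replicate numbers did not pair the mice. Arrays with the same number had a mean correlation of their deviations of 0.03 (-0.34 to 0.53), other arrays -0.01, and 10 of 32 correlated best with their own number. With the replicate number as a block, counts were 139 at 2 dpi and 6482 at 10 dpi, and no count moved by over 1.5 times.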

Other observations

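The tests of other splits were chosen before the results had been seen, and the remaining values of this part after. Most probes that changed did so from 8 dpi. Calls were set in 3 periods, 4 or 6 dpi, 8 to 10 dpi and 12 dpi, leaving out 2 dpi. Of the 8546 probes called on any day, 1650 were higher and 1710 lower at both 8 to 10 dpi and 12 dpi without a call at 4 or 6 dpi. A further 1647 were higher and 1550 lower at 8 to 10 dpi alone. Probes called the same way in all 3 periods numbered 361 higher and 416 lower, and 302 rose and 231 fell in the last period alone. In the first period alone 112 rose and 41 fell. Whether a probe without a call on a day differs from one with a call was not tested.

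Most of the 22 probes that fell at 2 dpi were called higher than naïve at 12 dpi. Their median log2 change was -1.09 at 2 dpi, -0.14 at 4 dpi, -1.39 at 6 dpi and -0.19 at 8 dpi. It was 0.36 at 9 dpi, 0.86 at 10 dpi and 1.89 at 12 dpi, when 16 of the 22 were called higher and 2 lower. On PC3, mice of 9 dpi (-37.3 ± 8.6, SD, n = 3) and 12 dpi (35.2 ± 1.9, n = 3) lay on opposite sides of naïve mice (-10.5 ± 5.0, n = 6), although these groups share an RNA isolation batch.

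Other splits of the arrays of each comparison were fitted to see how often as many probes are called. For 2, 4, 6, 8 and 10 dpi against naïve, 1 of 100 splits, the real one, gave as many (164, 354, 1322, 4131 and 6653, against at most 106, 174, 578, 1878 and 3280 in the others). For 9 and 12 dpi, 1 of 84 splits did (6137 and 4761, against at most 2302 and 1723). For 8 against 6 dpi and 12 against 10 dpi, 1 of 35 did (1262 and 1390, against at most 177 and 742). For 9 dpi against the mean of 8 and 10 dpi, 4 of 100 splits gave as many as the 343 found, with 636 the highest. What drove the counts of those splits was not tested. Chance can be excluded at a share of 0.05 for these comparisons except that of 9 dpi with 8 and 10 dpi. There the splits also mixed arrays of 8 and 10 dpi, which differ from each other, so their counts cannot decide on chance. The real split also follows the RNA isolation batch for 2 to 8 dpi and 10 dpi against naïve, 12 against 10 dpi, and 9 dpi against 8 and 10 dpi. Within that batch, against 2 dpi in place of naïve, 575, 1322, 4057 and 6415 probes were called at 4, 6, 8 and 10 dpi. No such value could be had for 2 dpi against naïve. The naïve days allow 10 splits, too few for such a share, and gave 6 probes in 1 split, the real one, against at most 2 in the others.

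Distances along the components were also taken from the authors' normalised table. They were 44.5 for 8 against 6 dpi on PC1 and 19.9 for 4 dpi against naïve on PC2, against 65.8 and 29.6 with the values used here. The distances from the authors' table are lower than the values quoted from the study above, and those from the values used here lie within 1.5 times of them.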
